A study of Mus musculus with 2 samples. Its data were reported in "PPARG contributes to urothelial integrity in the murine ureter by activating the expression of Shh and superficial cell-specific genes" (2025).

How the data were processed

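Total RNA from pooled ureters of E18.5 mouse embryos of the NMRI strain was analysed on 2 two-colour oligonucleotide arrays. Per the labels, each array held a Pparg-cKO pool (Pax2-cre/+; Pparg floxed on both alleles) against a control pool (1 floxed Pparg allele, the other allele not stated). Replicate 1 was female and replicate 2 was male. Each pool was amplified in a single round of T7 transcription and labelled with AlexaFluor555, read in the green channel, or AlexaFluor647, read in the red channel, and the dyes were exchanged between the arrays. Dye orientation, sex and array therefore changed together and cannot be told apart. Both arrays lay on the same slide.

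Per the file headers, the scanner files held spot intensity on a linear scale: the mean pixel signal, the median local background and a processed signal that the scanner software had corrected for background and normalised between dyes. Per the file headers, the same files held the log10 ratio of the red over the green processed signal, and flags for spots well above background, saturated or uneven. The authors' deposited value table held 1 signed fold change per probe and array, with a fall of N-fold written as -N. The scale of that table was found by setting it against the processed signals. With the ratio of spot-averaged processed signals and a floor of 6 signal units, 99% of the table's values were matched within 0.193 on the log2 scale on replicate 1 and within 0.175 on replicate 2. A value of exactly 1 filled 28.3% and 28.4% of its cells.

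Each array held 174979 spots, of which 157716 were not controls, and each of 39429 probes was printed on 4 spots. Outlier flags removed 2.87% of the spots on replicate 1 and 3.24% on replicate 2, and 0 spots were saturated. The mean signal and the median background were corrected with normexp and an offset of 50, and red over green ratios were normalised by loess within each array in limma 3.58.1 under R 4.3.3, with control spots given no weight. Kept spots of a probe were averaged; 1 probe had no kept spot on replicate 1 and was left out. A gene was represented by the probe with the highest mean brightness over the arrays. Gene names were those of the array design; 28328 probes (71.8%) matched a RefSeq transcript of assembly GRCm38.p6, and the current symbol differed for 1359 of these. Probe positions are those of the design, on mouse build mm9. Exon structure was not analysed here.

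The direction of the ratios needed a decision. By the dye labels, control RNA was in the red channel of replicate 1 and Pparg-cKO RNA in the red channel of replicate 2. The deposited table, whose columns are titled as Pparg-cKO against control, ran the opposite way on both arrays. Its Pearson correlation with the log2 red over green ratio across probes was 0.997 on replicate 1 and -0.998 on replicate 2. The design fixed before the data were examined had turned the ratios by the dye labels. Signs are given here as in the deposited table, which is also the direction of the gene changes described in the study's text and in its tissue sections. The words higher and lower mean the sign of the deposited ratio. If the dye labels are right as written, every such word is exchanged, while every size, total count and p-value stays.

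The fold rule counted genes at least 1.5-fold changed in the same direction on each array, with a processed signal of at least 100 in the brighter channel on each array. Genes past 1.5-fold on both arrays in opposite directions were counted in the same way. The limma test fitted the mean of the 2 turned log2 ratios per gene with empirical Bayes moderation, two-sided, with Benjamini-Hochberg adjustment over 22499 genes whose probe was well above background in at least 1 channel on both arrays. The residual spread had 1 degree of freedom per gene, and the moderation added a prior worth 4.00 degrees of freedom. The number of arrays limits the precision. Gene lists with at least 3 members tested were examined with camera at a preset correlation of 0.01, Benjamini-Hochberg adjusted over 22 lists, and with fry. Each list's median was also placed among 10000 random lists of the same size matched on brightness in 20 bins. A probe not well above background in 1 pool on both arrays has only a bound there: the bright pool's mean level against the higher of the lowest level among probes well above background and the probe's own, per channel after loess and Aquantile scaling. Genes were named by a rule fixed beforehand: the 10 largest mean rises and the 10 largest mean falls among genes past the fold rule whose symbol was not a clone or probe identifier, and the members of the fixed lists. These lists were superficial, superficial-intermediate and basal or pan-urothelial genes, genes without a specific signal in tissue sections, transcription factors, uroplakins, basal, squamous and simple keratins, hedgehog response, major urinary proteins, smooth and skeletal muscle, cell cycle, lipid metabolism, oxidative phosphorylation, interferon response, kidney tubule, collecting duct, adipose, blood and liver genes, besides the sex-linked genes and Pparg. The result of 1 single gene of these lists is not reported here.

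The scripts were tested on simulated data for this comparison. In 5 simulations of 22499 genes with 200 changed genes each, the limma test recovered 93.4% of the changed genes, 7.43% of its calls were false, and no call had a wrong sign (0). The fold rule recovered 99.2% of the changed genes bright enough to pass, with a mean of 33.6 false genes per simulation. In 5 simulations without change camera called 0 lists and fry 3, and a list lowered on purpose was called by camera in 5 of 5. All planted changes were larger than the minimum of the fold rule. Noise was drawn independently for each gene from the spread that limma fitted to these data, without effects of dye, sex or array. These rates therefore describe the scripts under those settings and are not the power or error rates for these arrays.

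The alternatives were scanner-processed signals, normexp without offset, median centring, the scanner's log10 ratio, the deposited table, the median over all probes of a gene, other minimums of intensity and fold, other filters on dim probes, eBayes with trend and robust settings, a separate-channel fit, treat, an estimated correlation in camera, fry, and each array left out. Reading the dye labels as written was added after the data were seen. A count of other splits of the samples was not made, since each pool type had 2 samples. Figures were drawn with matplotlib 3.10.9.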

Results

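The ureter carries urine from the kidney to the bladder and is lined by the urothelium, an epithelium of basal (B), intermediate (I) and superficial (S) cells. Pparg encodes a nuclear receptor that acts as a transcription factor, and Pparg-cKO embryos lose its function where the Pax2-cre transgene is active. To find genes whose expression differs in Pparg-cKO ureters at E18.5, RNA of Pparg-cKO and control pools was compared directly on 2 arrays. Replicate 1 held a female pair of pools and replicate 2 a male pair, with the dyes exchanged. The median spot signal was 295 in red and 293 in green on the female array, and 324 and 334 on the male array. Spots well above background made up 66.2% of the red and 76.8% of the green channel on the female array, and 67.6% and 77.3% on the male array. The arrays measured 29923 genes, of which 22499 entered the tests.

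The labels were examined first. Sex-linked genes followed the sex named in the labels. Xist gave processed signals of 4926 and 2895 in the 2 female pools and of 0.635 and 1.66 in the 2 male pools. The Y-linked gene Ddx3y gave 1708 and 1855 in the male pools and was not well above background in the female pools, with signals of 1.78 and 0.628. The genotype labels left a conflict. The deposited ratios opposed the dye labels on both arrays, and all directions below are those of the deposited ratios. The targeted gene Pparg was measured by a probe on chromosome 6, at 115440213 to 115440272 (mm9). Its processed signal was 12357 against 6113 on the female array and 12930 against 6688 on the male array, the first value of each pair belonging to the Pparg-cKO pool in the deposited direction. The mean log2 ratio was 0.97 ± 0.02 (SD, n = 2 arrays), or 1.96-fold higher, with an adjusted p of 0.0373 in limma. With scanner-processed signals this adjusted p was 0.0970, and it ranged from 0.0313 to 0.0970 over scanner-processed signals, median centring and the median over all probes, the alternatives run for single genes. The transcript of the targeted gene was thus higher in the pool that the deposited direction calls Pparg-cKO, and by the dye labels as written it would be lower by the same factor. In the study's tissue sections a Pparg transcript without the deleted exons was still made in Pparg-cKO ureters and was increased at this stage, so that a rise need not oppose the genotype. Where the probe lies relative to the deleted exons was not analysed here.

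By the fold rule, 258 genes differed on both arrays, 111 higher and 147 lower in the deposited direction. Among 14015 genes bright enough, 427 were past 1.5-fold on the female array and 1156 on the male array. If the arrays were independent, 15.6 genes would pass on both in the same direction. Only 12 genes passed 1.5-fold on both arrays in opposite directions, so that 21.5 concordant genes were found for each discordant gene. The choice that moved the number of genes changed by the fold rule most was the use of the male array alone, which gave 1253 genes, against 444 with the female array alone. With the deposited table in place of the scanner files 291 genes passed, 122 higher and 169 lower, and 254 of the genes were shared with the main setting.

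**Figure D1:**
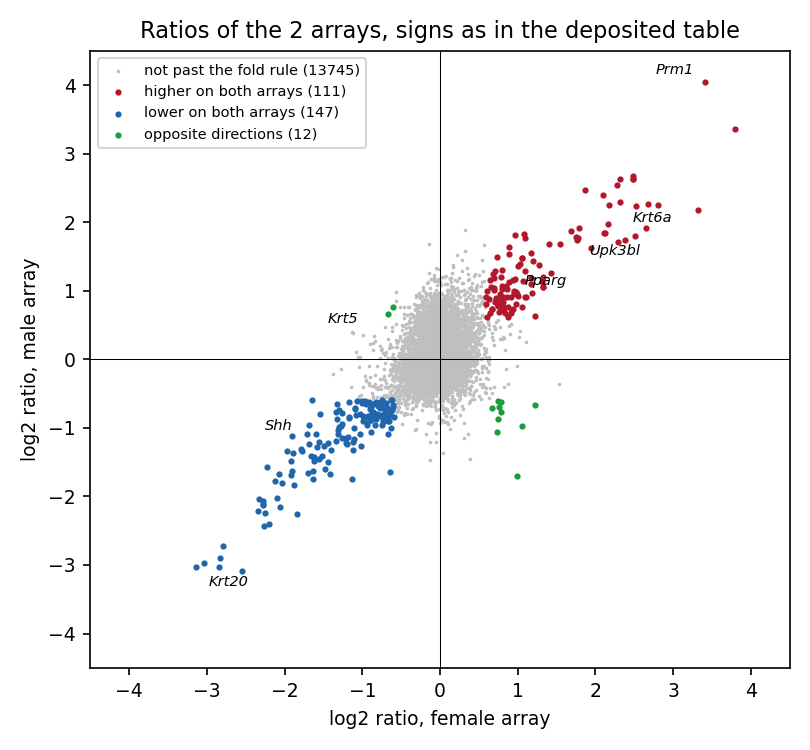
Each point is a gene at or above the intensity minimum and well above background, with its log2 ratio on the female array on the x axis and on the male array on the y axis, signs as in the deposited table. The 111 genes higher on both arrays and the 147 lower on both lie near the diagonal, and 12 genes lie in the opposite corners.

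The largest mean rise among genes past the fold rule was that of Prm1, at 13.2-fold. Its log2 ratio was 3.41 on the female and 4.04 on the male array, with a mean of 3.73 ± 0.44 (SD, n = 2) and an adjusted p of 0.00620 in limma. Its only probe lies on chromosome 16, at 10796450 to 10796509 (mm9), and it read 359 against 17.7 signal units in the female pools. Apela followed with 11.9-fold and Mup1 with 6.73-fold. Spp1, Arhgef38, Msln, Krt4, Clca1, Rnf186 and Tspan1 rose between 5.32-fold (Tspan1) and 5.97-fold (Spp1). The largest mean fall was that of Krt20, whose probe lies on chromosome 11, at 99289776 to 99289835 (mm9). Krt20 fell by 3.09 on the log2 scale, 8.51-fold, with an SD of 0.08 between the arrays and an adjusted p of 0.00620 in limma. Ly6d was 8.03-fold, Hsd17b2 7.66-fold, 3830417A13Rik 7.28-fold, Ttr 7.06-fold and Sptssb 6.76-fold lower. Dnmt3l, Fam183b, 2310002D06Rik and Cyp4f15 were between 4.75-fold (Cyp4f15) and 5.10-fold (Dnmt3l) lower. Each of these 20 genes passed the limma threshold, with adjusted p from 0.00620 to 0.0315 (Mup1), and passed the fold rule under the 6 other normalizations and summaries of the signal. They also passed on each array alone, which follows from their choice among genes past the fold rule. With scanner-processed signals the adjusted p of Mup1 in limma was 0.0951, the highest over the 3 alternatives run for single genes, and the lowest was 0.000377. Sizes and ranks depended on the processing, and the offset of 50 by its construction pulls the ratios of dim probes towards 0. With scanner-processed signals the log2 ratio was 4.62 for Prm1, 4.07 for Arhgef38, 3.97 for Clca1, 3.80 for Apela and 3.69 for Mup1, and Cyp4f15 at -3.26 passed Krt20 at -3.25 as the largest fall of the 20 genes.

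In limma, 169 of the 22499 genes had an adjusted p under 0.05, 86 higher and 83 lower. Without adjustment 1914 genes had a p under 0.05. The limma calls and the fold rule shared 133 genes, while 125 genes passed the fold rule alone and 36 passed limma alone. Normexp without an offset raised the number of genes changed in limma to 571. On the deposited table limma called 0 genes, with 2101 genes at an unadjusted p under 0.05.

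The arrays agreed mainly in the genes with large changes. Across the 22499 genes tested, which are not independent replicates, the log2 ratios of the arrays had a Pearson correlation of 0.448 and a Spearman correlation of 0.154. The sign was the same in 52.8% of them. Across the 258 genes past the fold rule, chosen for their agreement, Pearson's r was 0.976. Median centring in place of loess lowered this agreement of the arrays to a Pearson correlation of 0.232, and Spearman's became -0.08.

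To ask which urothelial cell types the changes concern, fixed lists of genes were tested. The S cell list and the 3 lists that follow it were chosen by the study partly on these arrays, among genes lowered on both. Their direction, their passing of the fold rule, the camera p and the counts adjusted over the list alone follow in part from that choice and are not independent evidence. The 12 S cell genes were lower on both arrays without exception, with a median log2 ratio of -1.53 and an adjusted p of 1.9e-29 in limma's camera. All 12 passed the fold rule, 8 had an adjusted p under 0.05 in limma, and 12 did when adjusted over the list alone. The genes of S and I cells (Ivl, Upk3b, Fa2h, Paqr5 and Glb1l2) had a median of -1.32, with 3 of 5 called in limma and 5 when adjusted over the list alone. Shh, Dock8 and Aqp3, expressed in B and I cells or throughout the urothelium, were measured, while Magea9 of the same list had no probe under that name. They had a median of -1.34, with 2 of 3 called and 3 when adjusted over the list alone. Shh itself was 2.64-fold lower, with an SD of 0.44 on the log2 scale and an adjusted p of 0.0580 in limma. Median centring gave Shh an adjusted p of 0.0331 in limma, and the range over the 3 alternatives run for single genes was 0.0331 to 0.107. The 4 genes without a specific signal in tissue sections (Cck, Ermp1, Jakmip1 and Slc47a1) had a median of -1.17, with 2 called in limma and 4 when adjusted over the list alone. The camera adjusted p of these 3 further lists ran from 2.6e-12 to 1.1e-07 in limma.

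The other urothelial lists moved apart. Of 7 uroplakin and related genes 6 were lower on both arrays, and the median was -0.51 (adjusted p of 4.9e-05 in limma's camera; 2 called in limma, 6 adjusted over the list alone). Upk1a and Upk3b of this list are also in the lists that the study chose partly on these arrays, and Upk3b was the only lowered gene of the list called in limma, so this result is not wholly independent evidence. Upk3bl went the other way and was 3.41-fold higher, with an adjusted p of 0.00778 in limma. Of the keratins of basal and regenerating urothelium, Krt14 was 2.01-fold, Krt15 2.26-fold and Krt17 1.79-fold higher. Krt5 was lower on the female array (-0.86) and higher on the male array (0.35). With scanner-processed signals Krt14 and Krt15 were no longer past the limma threshold, with adjusted p of 0.0962 and 0.0683. These were the highest over the 3 alternatives run for single genes, and the lowest were 0.0259 and 0.0142. The median of these 4 genes was 0.92, with an adjusted p of 5.0e-05 in camera, and limma called 2, or 3 when adjusted over the list alone. Among 7 squamous keratins Krt4, Krt6a and Krt6b were 5.77-fold, 4.95-fold and 4.47-fold higher, and the list's median was 0.34 (adjusted p of 9.2e-08 in camera; limma called 3, and 3 adjusted over the list alone). The Krt6b probe used, at 99.9 signal units in the brighter female pool, was below the intensity minimum and did not pass the fold rule. A second probe of Krt6b was only 0.37 higher on the log2 scale. At the protein level the study found KRT6 and KRT10 in neither control nor Pparg-cKO urothelium at this stage. Its RT-qPCR on cultured ureters could not detect Krt6b. The simple keratins had a median of -0.02 and a mean of 0.04, with an adjusted p of 0.810 in camera. Limma called 0 of them, or 2 when adjusted over the list alone. Members of this list moved in opposite directions. Krt19 was higher on the female (0.71) and the male array (1.29), 2.00-fold in the mean, and passed the fold rule. Krt18 was lower on both (-1.04 and -0.54) and did not pass it. Krt7 and Krt8 were lower on the female and higher on the male array.

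**Figure D2:**
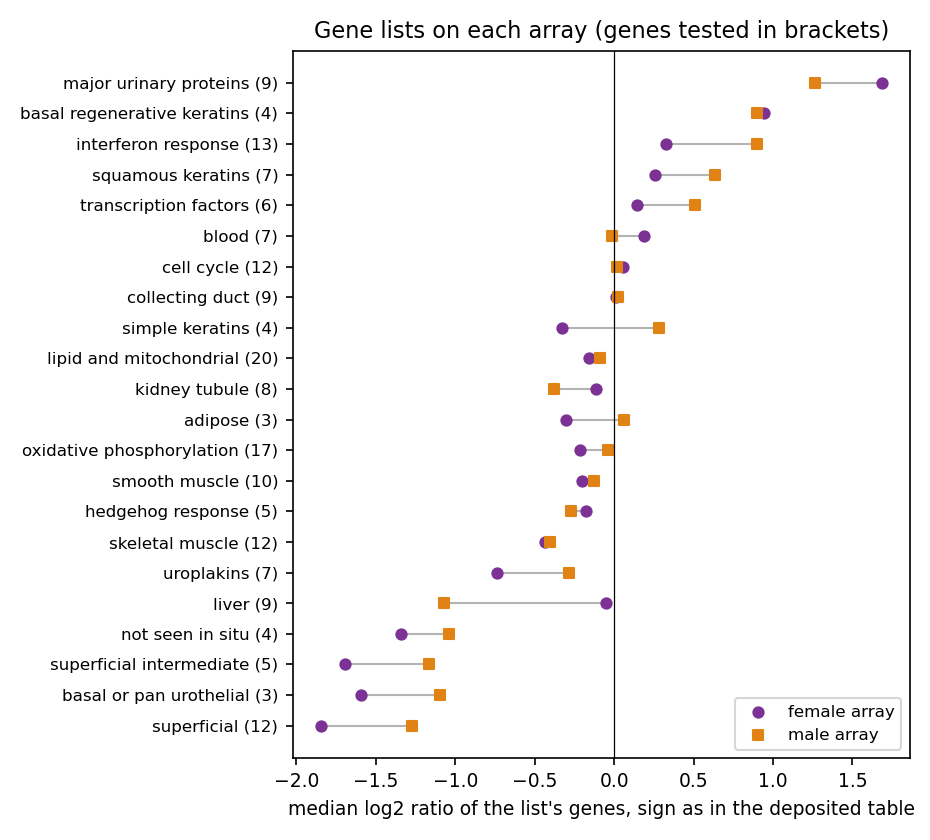
Median log2 ratio of each gene list on the female array (circles) and the male array (squares), signs as in the deposited table, with the number of genes tested in brackets. The superficial list lies at -1.85 and -1.27, the major urinary proteins at 1.68 and 1.27, and the liver list at -0.05 and -1.07.

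Transcription factor genes of the urothelium (Elf5, Foxa1, Klf5, Trp63, Grhl3 and Irf1) had a median of 0.27 and an adjusted p of 0.122 in camera, with 0 called in limma and 1 when adjusted over the list alone. The log2 ratio of Klf5 was 0.16 on the female and 1.35 on the male array. The 4 probes of Trp63 were all lower on both arrays but differed in size, with mean log2 ratios from -0.67 to -0.05. Hedgehog response genes had a median of -0.22 (adjusted p of 0.0597 in camera; 0 called in limma, 1 adjusted over the list alone), and Hhip fell by 0.42 and 0.80. Cell cycle genes had a median of 0.04 (adjusted p of 0.498 in camera; 0 called in limma, 0 adjusted over the list alone). Smooth muscle genes had a median of -0.18 (adjusted p of 0.00300; 0 called in limma, 1 adjusted over the list alone).

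The 9 major urinary protein genes tested had a median of 1.48 and an adjusted p of 1.8e-15 in camera, with 8 higher on both arrays, 6 called in limma and 8 when adjusted over the list alone. With scanner-processed signals the median was 2.95. The study picked this family, and Krt4, Krt6a and Krt6b, from these arrays, so these results are not independent evidence. These genes of the urinary protein family are close relatives, and signal shared between their probes was not separated here. Mup3 was not well above background in the lower pool on both arrays and was at least 1.69-fold higher. Interferon-response genes had a median of 0.61 (adjusted p of 4.9e-12 in camera), with 12 of 13 higher on both arrays, 3 called in limma and 9 when adjusted over the list alone. Genes of lipid metabolism had a median of -0.11 (adjusted p of 0.000702 in camera), with Fabp3, Fabp5 and Pdk4 past the fold rule, 0 called in limma and 3 when adjusted over the list alone. Genes of oxidative phosphorylation had a median of -0.12 (adjusted p of 0.00131 in camera; 0 called in limma, 0 adjusted over the list alone).

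Lists of tissues next to or within the ureter served as a check of the dissections. Skeletal muscle genes had a median of -0.47 (adjusted p of 6.4e-07 in camera; 0 called in limma, 7 adjusted over the list alone), and liver genes of -0.62 (adjusted p of 8.3e-07; 1 called in limma, 2 adjusted over the list alone). The liver median was -0.05 on the female and -1.07 on the male array, while Ttr fell on both. Ttr was the only gene of this list called in limma, and since the study counts it among S cell genes its fall does not bear on the dissection. Kidney tubule genes had a median of -0.12 (adjusted p of 0.00459; 0 called in limma, 2 adjusted over the list alone). Collecting duct genes (median 0.02, mean 0.31), blood genes (0.08) and adipose genes (-0.12) had adjusted p of 0.167, 0.277 and 0.236 in camera. Fxyd4 in the collecting duct list was 5.21-fold higher and the 1 gene of these 3 lists called in limma, also when adjusted over the list alone. Of the 22 lists 15 passed in camera. The hedgehog list also passed with the median over all probes and without a filter on dim probes, the adipose list also passed with median centring, and the kidney tubule list did not pass on the deposited table. None of these calls held under fry (0 lists, 4 at an unadjusted p under 0.05) or with an estimated correlation (0 lists, 0 unadjusted). With 1 residual degree of freedom an estimated correlation leaves camera little power, so its result says little about whether the calls are stable.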

Values the study reported

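The study reported 189 genes with raised and 239 genes with lowered expression in Pparg-cKO ureters at E18.5, using an intensity threshold of 100 and a change of at least 1.5-fold in both arrays. It gave the change of Krt14 at this stage as +1.9 and that of Krt15 as +1.5. The RNA came from pools of at least 11 ureters at E18.5.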

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

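The test of the dye effect, the test of probe position, and the smallest size of the differences counted here were chosen after the results were seen, while the test on a second epithelial list was set down before its values were known.

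The female and the male array moved in opposite directions, by at least 1.2-fold on each, for several genes and for the median of 1 list, which is why these results are given here. The difference between the arrays was not tested, since each sex was measured on 1 array. Opposite changes past 1.5-fold on both arrays were seen in 12 genes. Of the named genes that changed by at least 1.2-fold in opposite directions, 5 of 195 compared, the male minus female log2 ratio was 1.02 for Bst2, 0.97 for Grhl3, 1.203 for Krt5, 0.80 for Krt8 and 0.65 for Ucp2. The median of the simple keratins differed by 0.61 in the same sense.

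Sex, dye orientation and array changed together in this design, so a difference of sex, a dye effect and a difference between pools cannot be told apart for these 12 genes. In 10 of the 12 the signal was higher in the red dye on both arrays, as a dye effect of single probes would give, and as a difference between the sexes would give just as well.

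For Krt5, Krt8, Grhl3 and the simple keratins, which are epithelial genes, a larger epithelial share in 1 pool of the male pair may contribute. A second list of 16 epithelial genes had a median log2 ratio of 0.549 on the male and 0.12 on the female array, with 14 of 16 higher on the male array. Removal of a trend with the GC content of the probes left 0.544, but that correction moved almost nothing and so decides nothing. Probes farther from the 3′ end of a gene were also slightly lower on the male array, by a median of -0.0668, so a difference in RNA length stays open as well. A difference between the sexes stays open and untested.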

How the results depend on the processing

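The reading of the dye labels as written was added after the results were seen; the other alternatives were chosen before the data were examined. In the label checks that reading turned the log2 ratio of Pparg from 0.97 to -0.97 and turned every other sign, with 258 genes changed by the fold rule and 169 genes changed in limma as before. With scanner-processed signals Pparg was at 0.98 with an adjusted p of 0.0970 in limma, where the main setting gave 0.0373.

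The number of genes changed by the fold rule moved from 258 to 112 with a fold minimum of 2 (48 higher, 64 lower) and to 414 with the mean of the arrays past 1.5-fold (214 higher). The genes changed by the fold rule, higher, numbered 171 without an intensity minimum. On a single array, where the rule asks less by construction, the total ranged from 444 to 1253, the genes changed by the fold rule, higher, from 176 to 965 and the genes changed by the fold rule, lower, from 268 to 288, and the highest values came from the male array. Under the other normalizations and filters the total stayed within 1.5 times the main count. Of the 258 genes 254 were shared with scanner-processed signals, 254 with the deposited table, 204 with median centring and 235 with the median over all probes. The share of higher genes was 43.0% and rose to 53.0% with median centring.

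The discordant genes, 12 in the main setting, numbered 24 with median centring, 6 with an intensity minimum of 200 and 0 with a fold minimum of 2. The agreement of the arrays, a Pearson correlation of 0.448, was 0.424 with scanner-processed signals, 0.423 with the scanner's log ratio, 0.232 with median centring, 0.489 with the deposited table and 0.427 without a filter on dim probes. The cause was not tested.

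The number of genes changed in limma moved from 169 to 571 without an offset in normexp (genes changed in limma, higher, 284, and genes changed in limma, lower, 287) and to 94 without a filter on dim probes (43 higher, 51 lower), where more genes were tested. The genes higher numbered 56 with trend and robust settings and 55 with treat against 1.2-fold. On the deposited values limma called 0 genes (0 higher, 0 lower), with 2101 at an unadjusted p under 0.05; 1177 genes tested had equal values on both arrays there, and the cause was not tested.

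Of 22 lists 15 passed in camera at the preset correlation, 0 with an estimated correlation and 0 in fry, with 0 and 4 at an unadjusted p under 0.05. With 1 residual degree of freedom the estimated correlation leaves little power, so that run says little about stability. In 5 simulations fry called 3 lists without change. Over 242 runs of a list under an alternative, 0 lists past camera's threshold changed direction. The runs of fry and of the estimated correlation among these used the main ratios, so their medians could not change. Runs on the scanner's log ratio nearly repeated those on scanner-processed signals. The adipose, blood and simple keratin medians, which were not past the threshold, changed sign on the male array alone. In all, 14 lists passed in every run of camera at the preset correlation. No gene that was called, among 209 named, changed sign with scanner-processed signals, median centring, the median over all probes or a single array (0 reversals). Genes past the fold rule share their sign on both arrays by that rule, so a single array could not reverse them. With scanner-processed signals 14 lost and 1 gained an adjusted p under 0.05 in limma. Probes near the background limit the ratios: 66.2% of spots in the dimmest channel were well above it.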

Other observations

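The tests of the dye labels, of liver RNA as the source of urinary protein signal, of Y-linked signal in the female pools, of probe position on the male array of probe position as the source of its rises, and of immune cells on each array apart were chosen after the results were seen. The other tests here were set down before their own values were known, though the second lists followed the values of the first.

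The deposited ratios opposed the dye labels on 2 of 2 arrays. With both arrays turned by the same source, 21.5 genes past 1.5-fold on both went in the same direction for each gene that went in opposite directions. That argues against a single array entered the wrong way round. No value in the tables tells an exchange of the dye names on both arrays from an exchange of the sign of both deposited columns. The study's tissue sections, with S cell genes reduced and the Pparg transcript increased in Pparg-cKO ureters, run in the direction of the deposited ratios and against an exchange of their sign.

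Prm1, a gene of sperm chromatin, had a mean log2 ratio of 3.73. The median of 6 other germ cell genes was 0.019, and its neighbour Prm2, which is 1 of these 6, was at -0.10. Most of the 6 were near the background, so these values decide neither on germ cells nor on a change of the whole protamine cluster. A transgene that carries Prm1 sequence may give such a signal. That cannot be told apart from a change of Prm1 alone, because the sequence of the construct was not analysed here. If the transgene carried it, the pool with more Prm1 signal would be the pool with cre, which is the Pparg-cKO pool in the deposited direction.

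Extra copies of genes around Pax2 in the transgene could raise them. The 7 genes within 200 kb of Pax2 had a median at the 60.5th percentile of 7953 windows elsewhere, which argues against that for the window as a whole. A flanking chromosome segment that differs between the pools could change genes near Pparg. The 108 genes within 5 Mb had a median absolute log2 ratio at the 77.8th percentile of 9992 windows.

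Genes past 1.5-fold were mostly higher on the male array (76.4% of 1156) and mostly lower on the female array (39.3% of 427 higher). With the GC trend removed the male share was 75.2%, but the Spearman correlation of the male log2 ratios with GC content across genes was only 0.0255, so the correction moved little and decides nothing. Among 2370 genes with 2 probes at least 500 bp apart, the probe farther from the 3′ end was lower by a median of -0.0668 on the male and -0.0149 on the female array. This is consistent with shorter amplified RNA in 1 pool of the male pair. The brightness filter of this test was added after a first run without it. In 114 genes whose 3′ probe was past 1.5-fold higher, the 5′ probe was at 0.445 and the 3′ probe at 0.715, so probe position alone did not account for the rises. A larger epithelial share in 1 male pool stays open, with a second epithelial list at 0.549, or 0.544 after removal of the GC trend.

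Liver genes had a median of -0.05 on the female and -1.07 on the male array. A second list of 14 liver genes had -0.140 and -0.430. Liver cells in the male pool with the higher signal could give this. Alb, Afp and Ahsg of the first list passed the intensity minimum. Their log2 ratios were -1.08, -1.21 and -1.07 on the male array and -0.19, -0.05 and -0.05 on the female array. Trf and Ttr of that list fell on both arrays. Most genes of the second list were dim, and 3 of them were higher on the male array. Some of these genes are expressed in other tissues, so liver cells cannot be told apart from a change in the ureter. Skeletal muscle genes had a median of -0.47, whereas a second list of 12 had -0.071, with many members near the background, so muscle fibres in 1 pool of each pair cannot be told apart from a change in fewer genes. The immune cell genes had a median of 0.058 on the male array, with 7 of 13 higher, where interferon-response genes had 0.90, which argues against a larger share of immune cells there. On the female array they had 0.151, with 12 of 13 higher, beside 0.33 for the interferon-response genes, so a somewhat larger share of immune cells stays open there. Liver genes stood at -0.62 while major urinary protein genes stood at 1.48, which argues against liver RNA as the source of the latter. A difference between genotypes stays open for each of these patterns.

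Xist was 41.2% lower in 1 female pool than in the other. The highest Y-linked signal in that pool was 1.04% of the male level, which argues against male embryos in it. The second Xist probe differed by a log2 ratio of 0.24 only.

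The genes with raised expression numbered 111 here. That is lower than the value quoted from the study above. The genes with lowered expression numbered 147 here. That too is lower than the value quoted from the study above. Krt15 was 2.26-fold higher here. That is higher than the value quoted from the study above. The processed signal of its only probe was 1940 against 889 on the female array and 2309 against 1026 on the male array. These ratios, taken before the normalization used here, also lie above the study's value.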
